A study of Mus musculus with 17 samples.

How the data were processed

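RNA abundance was measured by sequencing of polyadenylated RNA in 17 libraries of hematopoietic stem and progenitor cells (HSPC), the immature cells from which blood is formed. Per the labels, the cells were sorted by flow cytometry from the bone marrow of C57BL/6J mice, an inbred laboratory strain. Mice had received an intraperitoneal injection of lipopolysaccharide (LPS, a bacterial cell wall component that triggers inflammation), of LPS together with an antibody that blocks the interleukin-10 receptor (IL-10R), or of phosphate-buffered saline (PBS). The series' design text gives the amounts as 5 micrograms of LPS and 100 micrograms of antibody, whereas the protocol in the sample labels gives the same figures in milligrams. Neither was assumed to be correct.

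The authors deposited 1 table of raw counts, with whole-number read counts for 35321 gene symbols in 17 columns. Per the labels and the file headers, the aligner, the counting program, the genome build, the annotation, the strandedness of the libraries and any filter on reads are not stated. The effect of those steps on the counts is unknown. Genes were used under the symbols in the table, and no coordinates are given because no build is named. The handling of reads that match several genes is also not stated, so counts of members of similar gene families (for example the Ifitm, Gbp, Ly6, Ms4a and H2 genes) and of overlapping genes are uncertain. There were 0 columns of per-sample values that could not be matched to a label, and 13321 genes had a count of 0 in every library.

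Groups were taken from the sample titles before the data were examined, as were the comparisons, the tests, the rule for naming genes, the gene sets and most of the alternative settings. There were 5 groups: PBS (5 libraries, titled day 0), LPS at 24 h (3), LPS with antibody at 24 h (3), LPS at 72 h (3) and LPS with antibody at 72 h (3). The labels give no sequencing batch, sex or litter. The replicate numbers come from the titles. The labels do not say whether libraries with the same number in different groups shared a litter, a day or a sequencing run, and bone marrow of a given mouse was harvested at 1 time only. The recorded library names are written in different styles for the PBS libraries, for the 24 h libraries numbered 1 and for the rest. Whether this reflects a batch is not stated, and for the PBS libraries such a batch could not be told apart from the group.

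Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr at its defaults (minimum count 10, minimum total count 15), which left 14920 genes holding 99.9% of the counts. Libraries were scaled by trimmed mean of M-values (TMM) factors. The quasi-likelihood test (glmQLFit, glmQLFTest) was applied in 1 fit to all 17 libraries with a mean per group, so that all groups shared the estimate of spread. There were 8 planned comparisons. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and genes with an adjusted p-value below 0.05 were called. Standard errors of log2 fold changes are approximate, computed as the absolute change divided by the square root of the F statistic. Values per library are CPM, the count of a gene as a share of the TMM-scaled total count of the library.

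For each comparison, genes were named by a fixed rule: the 3 with the greatest increase and the 3 with the greatest decrease among called genes whose libraries did not overlap between the groups and whose mean expression was at or above the median of the tested genes. For the difference between the antibody effects at the 2 times, the condition on overlap was left out. A list of 30 genes was also fixed in advance, of which 28 passed the filter (all but Il10 and Ddx3y). For that list p-values were adjusted over the list alone as well. Gene sets, written from general knowledge, were tested with the competitive test camera in limma 3.58.1, two-sided, on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. Measured inside groups, the mean pairwise correlation of the genes of a set ran from 0.0885 to 0.857. These values exceed 0.01, so camera p-values may be too small. P-values were adjusted over all 88 tests (11 sets, 8 comparisons). The change of a set is its mean log2 change minus the mean of all tested genes. A set score per library is the mean log2 CPM of its genes minus the mean of the PBS libraries, and it is not corrected for the mean of all genes. Set scores were compared between groups by an exact permutation test, two-sided, in 77 comparisons. That test, the comparison of the antibody groups across time and the breakdown of the regroupings of libraries were added after the results had been seen.

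Alternatives were DESeq2's scaling factors, upper-quartile factors, DESeq2 1.42.0's Wald test, no filter on low counts, the upper part of the genes by mean expression, a fit of the compared groups only, limma's voom with sample quality weights, a 2-fold minimum, the replicate number as a block, and fits that each left out 1 library. For comparisons with PBS, the block used the numbers shared by both groups, 1 to 3. Alternatives chosen after seeing the data were a correction for GC content and transcript length, that correction together with the block, thinning of every library to the lowest total, an unblocked fit of the 6 libraries that entered the block, upper-quartile factors for the gene sets, and the block, the fit of the compared groups only and the fits leaving out 1 library for the antibody groups across time. GC content and length came from a reference annotation matched by symbol, for 99.1% of the tested genes. The closing section gives the effect of each. Figures were drawn with matplotlib.

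Total counts ran from 10516722 to 16006001 per library (median 13173000), so that 3 counts, taken as the floor of detection, correspond to between 0.187 and 0.285 CPM of the unscaled total, before the TMM factors are applied. The floor covers counting error only, since reads without molecular identifiers are not independent molecules. The common dispersion corresponded to a biological coefficient of variation of 26.9%.

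The scripts were tested on simulated counts for the same 14920 genes, with 200 genes changed by known folds between groups of the real sizes. They recovered 110 of these (55%), including 72 of 94 changed 4-fold, with 5 false calls among 115 (4.35%). With the replicate block, 71 were recovered. Counts simulated without changed genes gave 0 calls. Pairs of libraries of the same group were compared by a chi-square test of their counts, which ranged from 11.8 to 90 per degree of freedom over 22 pairs, far above counting noise, and all 17 libraries were counted separately.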

Results

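The transcriptome of sorted hematopoietic stem and progenitor cells was profiled in 17 libraries to ask how these cells respond to lipopolysaccharide in vivo and how that response changes when the receptor for interleukin-10, an anti-inflammatory cytokine, is blocked. The PBS group held 5 libraries, and the groups given LPS or LPS with the blocking antibody held 3 each at 24 h and at 72 h. The mean total count was 14190000 ± 1735000 (SD, n = 5) with PBS, 14730000 ± 1248000 (SD, n = 3) with LPS at 24 h and 13600000 ± 901300 (SD, n = 3) with LPS and antibody at 24 h. At 72 h it was 12030000 ± 1064000 (SD, n = 3) with LPS and 12440000 ± 2179000 (SD, n = 3) with LPS and antibody. Single libraries ranged from 10516722 to 16006001 counts. The 10 most abundant genes of a library took between 4.43% and 6.22% of its counts. LPS library 1 at 24 h stood apart in composition, with 16431 genes detected and a TMM factor of 0.799, whereas the other libraries had factors from 0.947 to 1.12. Xist, expressed from the inactive X chromosome, was present in all 17 libraries, with a group mean of 1220 ± 259 CPM (SD, n = 5) with PBS. The Y-linked gene Ddx3y had a count of 0 in every library.

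The first principal component of log2 CPM held 39.2% of the variance and the second 22.7%. On the first, the PBS libraries (scores from -65.5 to -30.8) and the 72 h LPS libraries (-46.3 to -27.8) lay apart from the 24 h LPS libraries (32.3 to 74.9). The antibody libraries lay between 22.1 and 54.7 at 24 h and between -5.7 and 42.1 at 72 h. Within the antibody groups the second component separated the replicate numbers. Libraries numbered 1 scored -59.1 at 24 h and -62.5 at 72 h, and libraries numbered 3 scored 56 and 58.3.

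**Figure D1:**
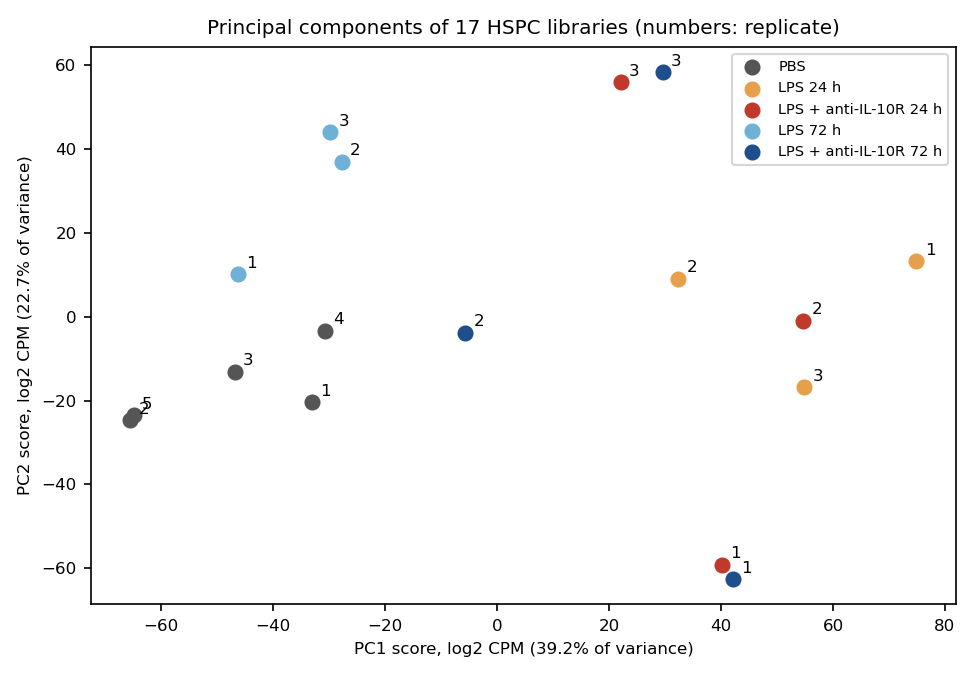
Scores of the 17 libraries on the first (horizontal) and second (vertical) principal component of log2 CPM, in log2 units, with points coloured by group and numbered by replicate. Antibody libraries numbered 1 lie at -59.1 and -62.5 on the second component and those numbered 3 at 56 and 58.3, at 24 h and 72 h respectively.

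LPS at 24 h was compared with PBS to measure the early response. Of 14920 genes tested, 5616 were called by edgeR's quasi-likelihood test, 2849 higher and 2767 lower (50.7% higher). With upper-quartile factors in place of TMM, which moved the median log2 change of all genes from -0.03 to -0.16, 36.8% of 5520 called genes were higher. A change of at least 2-fold as well was met by 2043 genes, 436 higher and 1607 lower. With scores of erythroid, monocyte-macrophage and B-lymphoid markers as covariates 0 genes were called (864 at an unadjusted p below 0.05). The libraries of the groups did not overlap for 5067 of the called genes and for 6384 of all genes tested, against 3.57% of genes by chance. Deviations from the group means of same-numbered PBS and LPS libraries had a mean correlation of 0.179 across genes, and with the replicate number as a block 4979 genes were called. Among the genes named by the fixed rule, Mt1 rose from 25.9 ± 12.9 CPM (SD, n = 5) to 108 ± 74.7 CPM (SD, n = 3), a log2 change of 2.06 (SE 0.461, edgeR adjusted p = 0.00345). Ifitm1 changed by 1.73 (SE 0.328) and Ifitm3 by 1.70 (SE 0.442) on the log2 scale. The greatest decreases under that rule were those of Vcam1 (log2 change -4.74, SE 1.1), Jchain (-4.59, SE 0.909) and Axl (-4.05, SE 0.881). Jchain fell from 615 ± 376 CPM (SD, n = 5) to 25.5 ± 7.03 CPM (SD, n = 3). Vcam1 and Axl varied widely among the PBS libraries, from 64.6 to 681.2 CPM and from 41.3 to 396.9 CPM. Both were lowest in PBS library 1 and highest in PBS library 2. The score of monocyte-macrophage markers was also lowest (-0.879) and highest (1.491) in these libraries. A change in other blood cells in the sorted samples is therefore not excluded as a source of these decreases. The same limit holds for Vcam1 in the other comparisons with PBS.

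Of the 28 genes fixed in advance and tested, 8 were called at 24 h after LPS, whether p-values were adjusted over all genes or over the list alone, and all 8 were lower. They included genes associated with hematopoietic stem cells. Mecom fell from 27 ± 9.54 CPM (SD, n = 5) to 4.33 ± 2.98 CPM (SD, n = 3), a log2 change of -2.63 (SE 0.472, edgeR adjusted p = 0.00104). Hlf changed by -2.08 (SE 0.484), Procr by -1.68 (SE 0.336) and Meis1 by -1.30 (SE 0.244). The progenitor marker Cd34 changed by -0.79 (SE 0.223). Transcripts of both chains of the IL-10 receptor were lower. Il10ra fell from 55.6 ± 14.8 CPM (SD, n = 5) to 15.8 ± 5.68 CPM (SD, n = 3), a log2 change of -1.81 (SE 0.343, edgeR adjusted p = 0.00136), and Il10rb changed by -0.78 (SE 0.213, edgeR adjusted p = 0.0101). Ly6a, which encodes the sorting marker Sca-1, was not called (log2 change 1.40, SE 0.679, edgeR adjusted p = 0.117). Il10 itself was close to the floor of 3 counts, with a mean of 0.243 ± 0.146 CPM (SD, n = 5) with PBS and no LPS library above the floor at 24 h, and was not tested.

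Among the 11 gene sets, 5 passed in this comparison by camera (limma). The sets of B-lymphoid markers (change of -2.18 relative to all genes, adjusted p = 1.06e-05), monocyte-macrophage markers (-2.19, adjusted p = 2.77e-05), T and NK cell markers (-0.94, adjusted p = 0.00158) and hematopoietic stem cell self-renewal (-1.09, adjusted p = 7.34e-07) were lower. For these 4 sets each of the 3 LPS libraries scored below all 5 PBS libraries. The exact permutation p for each was 0.0179, the smallest this design allows, and the adjusted value over 77 set score tests was 0.115. Ribosomal protein genes were higher (0.35, adjusted p = 0.00713), although only 1 of 3 libraries scored above every PBS library. That was LPS library 1, which had the TMM factor of 0.799. It scored 0.703, against -0.114 and -0.042 in libraries 2 and 3 (exact permutation p = 0.518). With an inter-gene correlation of 0.05 this set did not pass by camera (adjusted p = 0.172). All 5 sets also passed with the replicate block. The interferon (0.36, adjusted p = 0.303) and inflammatory NF-kB (-0.10, adjusted p = 0.212) sets did not pass.

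**Figure D2:**
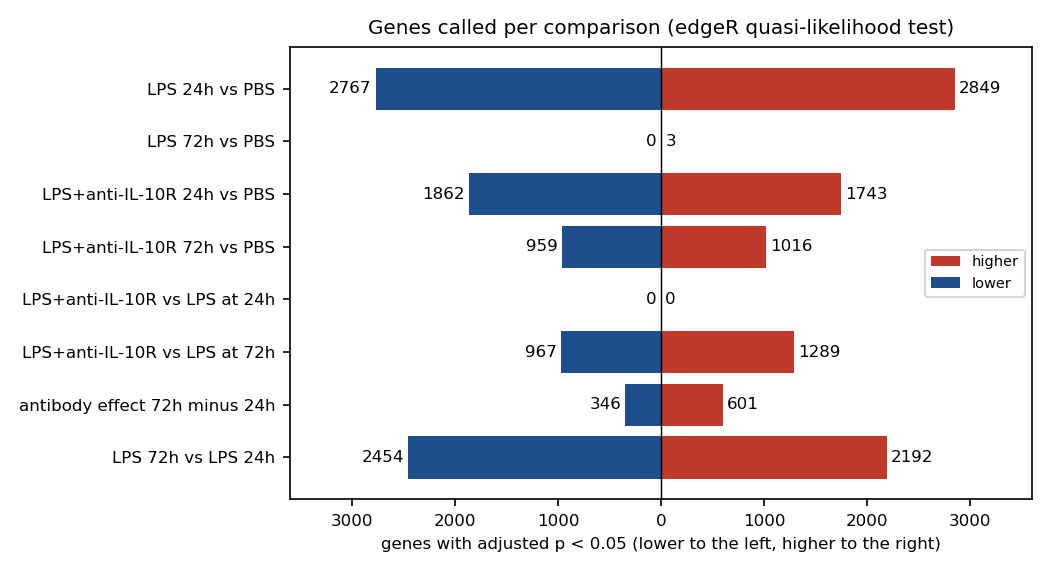
Number of genes called by edgeR's quasi-likelihood test at an adjusted p below 0.05 in each of the 8 planned comparisons, with genes higher in the first-named group to the right and lower to the left. For LPS against PBS, 5616 genes were called at 24 h and 3 at 72 h. For the antibody against LPS alone, 0 genes were called at 24 h and 2256 at 72 h. Genes that were not called are not shown to be unchanged.

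LPS at 72 h was compared with PBS to ask what remained of the response. Only 3 genes were called, all higher, among them Ms4a6b (log2 change 1.08, SE 0.167, edgeR adjusted p = 0.0424) and Lat2 (0.94, SE 0.132, adjusted p = 0.0214). Lat2 rose from 64.4 ± 8.05 CPM (SD, n = 5) to 123 ± 21.3 CPM (SD, n = 3). At an unadjusted p below 0.05 there were 1702 genes, 11.4% of those tested, and the number called depended on the method, as did their direction. DESeq2 called 178, 53 higher and 125 lower, voom with sample quality weights called 2170, 1239 higher and 931 lower, and a fit of only the groups compared called 99, 41 higher and 58 lower. With the replicate block 103 were called, 34 higher and 69 lower. The 3 genes were all among those called by DESeq2, by voom and in the fit of only the groups compared, and 2 of them among those called with the block. An unblocked fit of the 6 libraries numbered 1 to 3, chosen after seeing the data, called 2 genes, both lower, and 0 of the 3. None of the 28 listed genes was called in this comparison (1 at an unadjusted p below 0.05). By camera, 7 sets passed. The monocyte-macrophage (-2.14, adjusted p = 2.69e-09) and erythroid (-2.65, adjusted p = 2.47e-09) markers were lower in 3 of 3 libraries than in every PBS library. The set of G2/M proliferation genes was higher (0.35, adjusted p = 3.14e-07), with 1 of 3 libraries above every PBS library, and so were ribosomal protein genes (0.47, adjusted p = 1.84e-18), with 2 of 3. The exact permutation p of their set scores was 0.143 and 0.0893. Inside groups their genes had a mean pairwise correlation of 0.682 and 0.634, against the 0.01 set for camera. With an inter-gene correlation of 0.05 the camera adjusted p was 0.00144 and 4.38e-06. The self-renewal set (-0.39, adjusted p = 0.00138), B-lymphoid markers (-0.79, adjusted p = 0.0079) and interferon response (-0.41, adjusted p = 0.0419) were lower, each with 2 of 3 libraries below every PBS library. With an inter-gene correlation of 0.05 these sets no longer passed (adjusted p = 0.0511, 0.0695 and 0.285), which left 4 of the 7. The interferon set also failed with no filter (0.058) and with upper-quartile factors (0.0569).

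The change over time without antibody was tested directly. Between 24 h and 72 h after LPS, 4646 genes differed, 2192 higher and 2454 lower at 72 h (47.2% higher, against 59.2% of 4702 with upper-quartile factors, which moved the median log2 change of all genes from 0.02 to 0.13). Of these, 3734 had also been called between LPS at 24 h and PBS, and all 3734 moved in the opposite direction. The 24 h LPS libraries enter both comparisons, so this overlap is partly built in. The libraries did not overlap for 4479 of the called genes and for 6780 of all genes, against 10% by chance. Dntt was the most increased named gene (log2 change 4.20, SE 1.02, edgeR adjusted p = 0.00618), followed by Myl10 (3.30, SE 0.938) and H2-Ob (3.03, SE 0.517). Asns (-2.37, SE 0.425), C1qtnf12 (-2.22, SE 0.783) and Tfrc (-2.18, SE 0.478) were the most decreased. Il10ra rose by 2.39 (SE 0.373, adjusted p = 0.000429) and Il10rb by 1.16 (SE 0.234, adjusted p = 0.0021) on the log2 scale. Mecom (1.78, SE 0.489), Procr (1.65, SE 0.361), Hlf (1.54, SE 0.508), Meis1 (0.97, SE 0.262) and Cd34 (0.94, SE 0.244) also rose. The self-renewal set was higher at 72 h by camera (0.70, adjusted p = 0.000782), with 2 of 3 libraries above every 24 h library. The erythroid set was lower (-3.08, adjusted p = 0.000479) in 3 of 3 libraries, with an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. B-lymphoid (1.39, adjusted p = 0.00354) and T and NK cell (0.71, adjusted p = 0.0105) markers were higher, in 2 of 3 and 3 of 3 libraries, and the interferon set was lower (-0.77, adjusted p = 0.0378) in 3 of 3. With an inter-gene correlation of 0.05, 3 of these 5 sets passed by camera. The T and NK cell markers (adjusted p = 0.0905) and the interferon set (0.276) then did not.

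LPS with the antibody at 24 h differed from PBS in 3605 genes, 1743 higher and 1862 lower (48.3% higher, against 32.5% of 3448 with upper-quartile factors, which moved the median log2 change to -0.11). A 2-fold minimum left 1234, 161 higher and 1073 lower. The fit with the replicate number as a block called 0 genes, with 3992 at an unadjusted p below 0.05. An unblocked fit of the same 6 libraries, chosen after seeing the data, called 1356. Of the 3605 genes, 3328 were also called for LPS alone at 24 h, all 3328 in the same direction, and the log2 changes of both comparisons had a correlation of 0.887 across genes. The comparisons share the PBS libraries, and genes are not independent replicates. Mt1 (log2 change 2.37, SE 0.462, edgeR adjusted p = 0.00501), Ifitm1 (1.88, SE 0.328) and Clec5a (1.68, SE 0.496) were the most increased, and Vcam1 (-4.09, SE 1.06), Myl10 (-4.07, SE 0.933) and Jchain (-4.01, SE 0.878) the most decreased. Of the listed genes, 6 were called. Among them, Mecom (-1.81, SE 0.449), Hlf (-1.86, SE 0.478), Meis1 (-1.29, SE 0.244) and Cd34 (-0.84, SE 0.223) were lower and Ly6a (2.21, SE 0.681, adjusted p = 0.0298) was higher. The Ly6a values of the 3 antibody libraries spread from 58.1 to 529.9 CPM. Its call was lost in 6 of 8 fits that each left out 1 library and in 3 of 12 other fits. Over the 8 fits the log2 change ran from 1.40 to 2.73 (edgeR adjusted p from 0.0134 to 0.171). The self-renewal set (-0.88, adjusted p = 5.28e-07), the B-lymphoid (-2.09, adjusted p = 1.68e-06), monocyte-macrophage (-1.99, adjusted p = 3.63e-05) and T and NK cell (-0.81, adjusted p = 0.00133) markers were lower by camera, in 3 of 3 libraries each. Ribosomal protein genes were higher (0.26, adjusted p = 0.0325), with 2 of 3 libraries above every PBS library. This set did not pass by camera with an inter-gene correlation of 0.05 (adjusted p = 0.29).

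The effect of the antibody at 24 h was tested by comparing LPS with and without it. No gene was called (0 of 14920), and 273 genes, 1.83%, had an unadjusted p below 0.05. Same-numbered libraries of these groups had a mean correlation of deviations of -0.152, and the fit with the replicate number as a block also called 0 genes, with 65 at an unadjusted p below 0.05. DESeq2's Wald test called 1. The libraries did not overlap for 473 of all genes, against 10% by chance. Il10ra was 33.3 ± 15 CPM (SD, n = 3) with the antibody and 15.8 ± 5.68 CPM (SD, n = 3) without it, a log2 difference of 1.07 (SE 0.362) that did not pass (edgeR adjusted p = 1, and 0.265 over the list alone). By camera, 5 sets passed with changes of less than 1 on the log2 scale. They were inflammatory NF-kB genes (0.22, adjusted p = 0.000737), IL-10 and STAT3 response genes (0.21, adjusted p = 0.00774), self-renewal (0.21, adjusted p = 0.00847), ribosomal protein genes (-0.09, adjusted p = 0.0407) and erythroid markers (-0.83, adjusted p = 0.047). All 5 also passed with the replicate block, under which monocyte-macrophage markers passed as well (0.20, adjusted p = 0.00432, 0.0586 without the block and from 0.00432 to 0.233 over 6 alternatives), but 1 passed when the inter-gene correlation was set to 0.05. None separated the libraries of the groups, and the exact permutation p of the set scores ranged from 0.4 for self-renewal and the IL-10 and STAT3 set to 0.9 for ribosomal protein genes.

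LPS with the antibody at 72 h differed from PBS in 1975 genes, 1016 higher and 959 lower (51.4% higher, against 32.8% of 2007 with upper-quartile factors). Same-numbered libraries had a mean correlation of deviations of 0.139. The fit with the replicate number as a block called 0 genes, with 3455 at an unadjusted p below 0.05. The unblocked fit of the same 6 libraries, chosen after seeing the data, also called 0 (3844 at an unadjusted p below 0.05). Of the 1975 genes, 1663 were also called for LPS alone at 24 h and 1571 for LPS with antibody at 24 h, in each case all in the same direction. All of these comparisons share the PBS libraries, so this agreement is partly built in. Mt1 (log2 change 1.87, SE 0.461, edgeR adjusted p = 0.0199), Gbp3 (1.75, SE 0.376) and Clec5a (1.74, SE 0.497) were the most increased under the naming rule, and Pld3 (-2.05, SE 0.555), H2-Ob (-1.71, SE 0.458) and Selenop (-1.53, SE 0.419) the most decreased. Of the listed genes, 3 were called over all genes and 13 over the list alone. The 3 were Meis1 (-0.99, SE 0.24, adjusted p = 0.0187), Mecom (-1.46, SE 0.44, adjusted p = 0.0403) and Cxcl10 (5.48, SE 1.41, adjusted p = 0.0229). The Gbp3 change was 0.77 without antibody library 1 (edgeR adjusted p = 0.0803, and from 0.00685 to 0.0803 over 8 fits that each left out 1 library). The Cxcl10 change rested on the same library. Its group spanned 0.849 to 428.7 CPM, against 1.61 to 3.79 CPM with PBS, and without that library the log2 change was -0.50 (edgeR adjusted p = 0.807, and from 0.0128 to 0.807 over the 8 fits that each left out 1 library).

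By camera, 6 sets passed between LPS with antibody at 72 h and PBS. All 6 passed with the block as well, under which the set of G2/M proliferation genes also passed (0.31, adjusted p = 0.00137, 0.0863 without the block and from 0.00137 to 0.32 over 6 alternatives). Erythroid markers did not pass with upper-quartile factors (adjusted p = 0.0885) or an inter-gene correlation of 0.05 (0.13). The interferon set did not pass in the fit of only the groups compared (0.0523) or with that correlation (0.284). The self-renewal (-0.80, adjusted p = 9.12e-07), B-lymphoid (-1.82, adjusted p = 1.88e-06) and T and NK cell (-1.14, adjusted p = 6.95e-06) sets were lower in 3 of 3 libraries than in every PBS library. Monocyte-macrophage markers (-1.76, adjusted p = 3.63e-05) and erythroid markers (-1.37, adjusted p = 0.0251) were lower in 2 of 3, and the remaining library scored above every PBS library for the erythroid set. The interferon set was higher on average (0.50, adjusted p = 0.0407), but its scores were 2.33, -0.12 and -1.09 in libraries 1, 2 and 3, so that 1 library lay above and 1 below all PBS libraries (exact permutation p = 0.679). The corresponding scores at 24 h were 1.97, 0.12 and -1.18. Irf7 showed the same spread, from 10.3 to 493.1 CPM at 72 h and from 7.81 to 452.5 CPM at 24 h.

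**Figure D3:**
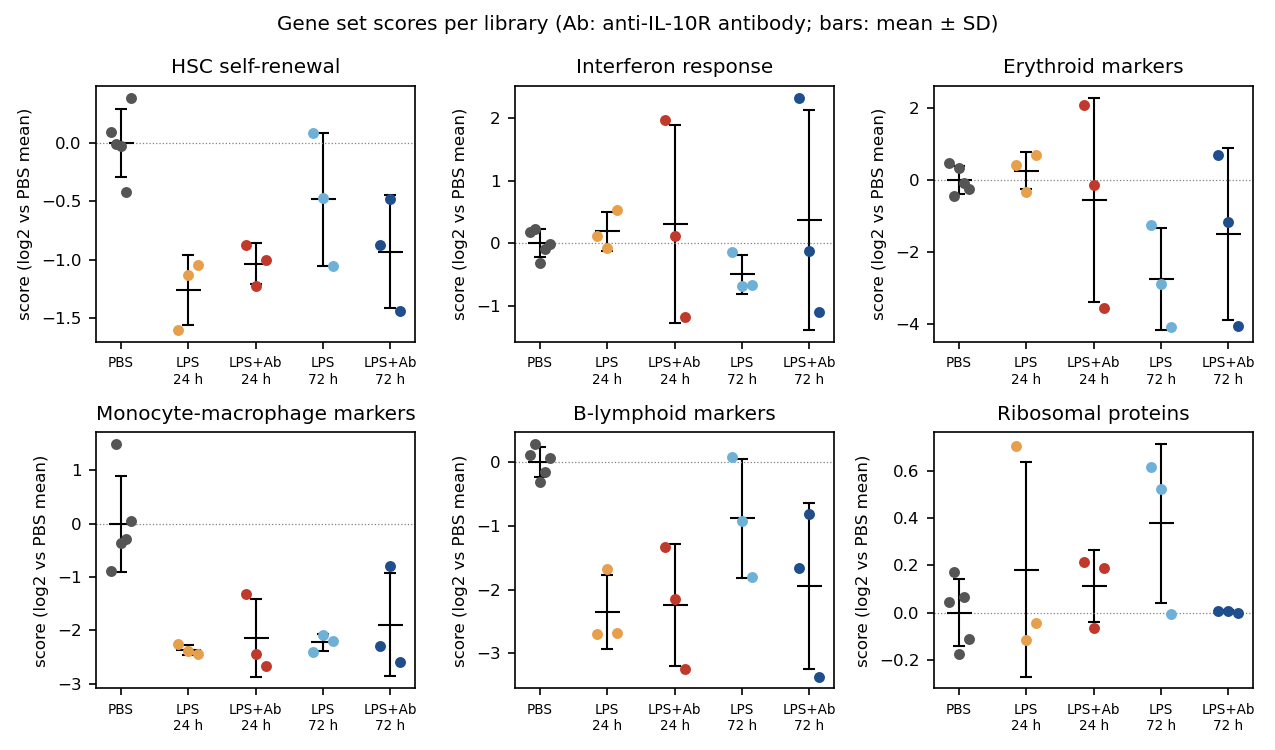
Scores of 6 gene sets in each library (mean log2 CPM of the set's genes minus the PBS mean, in log2 units, vertical axis) for the 5 groups (horizontal axis), with bars for the group mean and SD. Self-renewal scores averaged -1.26 with LPS at 24 h and -0.48 at 72 h, and -1.03 and -0.93 with the antibody. Interferon scores of the antibody libraries spread from -1.18 to 1.97 at 24 h and from -1.09 to 2.33 at 72 h.

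The effect of the antibody at 72 h was tested by comparing LPS with and without it. Here 2256 genes were called, 1289 higher and 967 lower with the antibody (57.1% higher, against 42.4% of 2283 with upper-quartile factors). A 2-fold minimum left 711 and reversed the balance, with 252 higher and 459 lower. The libraries did not overlap for 2201 of the 2256 genes and for 4958 of all genes, against 10% by chance. Same-numbered libraries had a mean correlation of deviations of 0.199, and with the replicate number as a block 358 genes were called, 320 of them among the 2256. With the block and a correction for GC content and length, chosen after seeing the data, 1049 were called. Asns rose from 17.3 ± 8.77 CPM (SD, n = 3) to 75.9 ± 24.1 CPM (SD, n = 3), a log2 change of 2.14 (SE 0.422, edgeR adjusted p = 0.00524). Rab11fip1 (1.84, SE 0.571) and Per1 (1.80, SE 0.534) followed, both with their highest value in antibody library 1. Without that library the log2 change was 0.49 for Rab11fip1 (edgeR adjusted p = 0.436, and from 0.0183 to 0.436 over 6 fits that each left out 1 library) and 1.06 for Per1 (adjusted p = 0.186, and from 0.0224 to 0.186). Gsn fell from 75.6 ± 12.8 CPM (SD, n = 3) to 21.6 ± 5.09 CPM (SD, n = 3), a log2 change of -1.81 (SE 0.236, edgeR adjusted p = 0.00122), and Ahnak (-1.85, SE 0.491) and H2-Ob also fell. Of the listed genes, 2 were called over all genes, Il10rb (-0.93, SE 0.233, adjusted p = 0.0157) and Cd34 (-0.78, SE 0.243, adjusted p = 0.042), and 7 over the list alone. Cd34 lost its call in 5 of 6 fits that each left out 1 library (edgeR adjusted p from 0.045 to 0.173) and in 4 of 11 other fits. Il10rb lost its call in 2 of the 6 (from 0.0157 to 0.0728) and in 1 of the 11. Il10ra passed only over the list (-1.05, SE 0.356, edgeR adjusted p = 0.057 over all genes and 0.0397 over the list).

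By camera, 5 sets passed in the antibody comparison at 72 h. They also passed with the replicate block, under which erythroid markers passed as well (1.28, adjusted p = 1.59e-05, 0.0784 without the block and from 1.59e-05 to 0.262 over 6 alternatives), with 2 of 3 libraries above every LPS library. With an inter-gene correlation of 0.05, 2 of the 5 passed. Interferon genes (adjusted p = 0.0785), B-lymphoid markers (0.0724) and self-renewal (0.13) then did not. T and NK cell markers were lower (-0.91, adjusted p = 0.000711) in 3 of 3 libraries, with an exact permutation p of 0.1, the smallest possible. Ribosomal protein genes (-0.33, adjusted p = 5.9e-06), B-lymphoid markers (-1.02, adjusted p = 0.00871) and self-renewal (-0.41, adjusted p = 0.0111) were lower, but their scores overlapped between the groups. Interferon genes were higher (0.91, adjusted p = 0.00171) in 2 of 3 libraries, whereas the remaining library scored below all 3 LPS libraries. The set of IL-10 and STAT3 response genes did not pass by camera (0.39, adjusted p = 0.348), although its score was higher in 3 of 3 libraries (exact permutation p = 0.1).

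Whether the antibody effect differed between the time points was tested as an interaction. The effects differed for 947 genes, 601 with a more positive and 346 with a more negative effect at 72 h (63.5% more positive, against 49.7% of 875 with upper-quartile factors). With the replicate number as a block 0 genes were called, with 2476 at an unadjusted p below 0.05. Of 32 groupings of the libraries, 3 gave as many genes, the real one included, and all 3 kept the 72 h labels or mirrored them, whereas 0 of the 18 that broke the labels at both times did. The changes across genes of the antibody comparisons at 24 h and at 72 h had a correlation of 0.01. Of the 947 genes, 938 were also called between LPS at 72 h and LPS at 24 h, all in the opposite direction, a comparison that shares 6 libraries with the interaction. Asns (2.12, SE 0.576, edgeR adjusted p = 0.0421), Snhg3 (1.98, SE 0.392) and Odc1 (1.88, SE 0.371) had the greatest positive and Ahnak (-2.68, SE 0.69), Pld4 (-2.58, SE 0.483) and Gsn (-2.27, SE 0.33) the greatest negative differences. Il10ra (-2.13, SE 0.508, adjusted p = 0.0258) and Il10rb (-1.18, SE 0.329, adjusted p = 0.0452) were the listed genes called over all genes, and 3 were called over the list alone. Of 12 fits that each left out 1 library, Il10ra lost its call in 7 (edgeR adjusted p up to 0.0658) and Il10rb in 10 (up to 0.118). Asns and Ahnak lost theirs in 8 each, and Snhg3, Odc1, Pld4 and Gsn in 0. By camera, 6 of the 11 sets passed. Il10ra averaged 15.8 and 33.3 CPM without and with the antibody at 24 h, and 83.3 ± 4.47 and 40.1 ± 17.3 CPM (SD, n = 3 each) at 72 h.

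**Figure D4:**
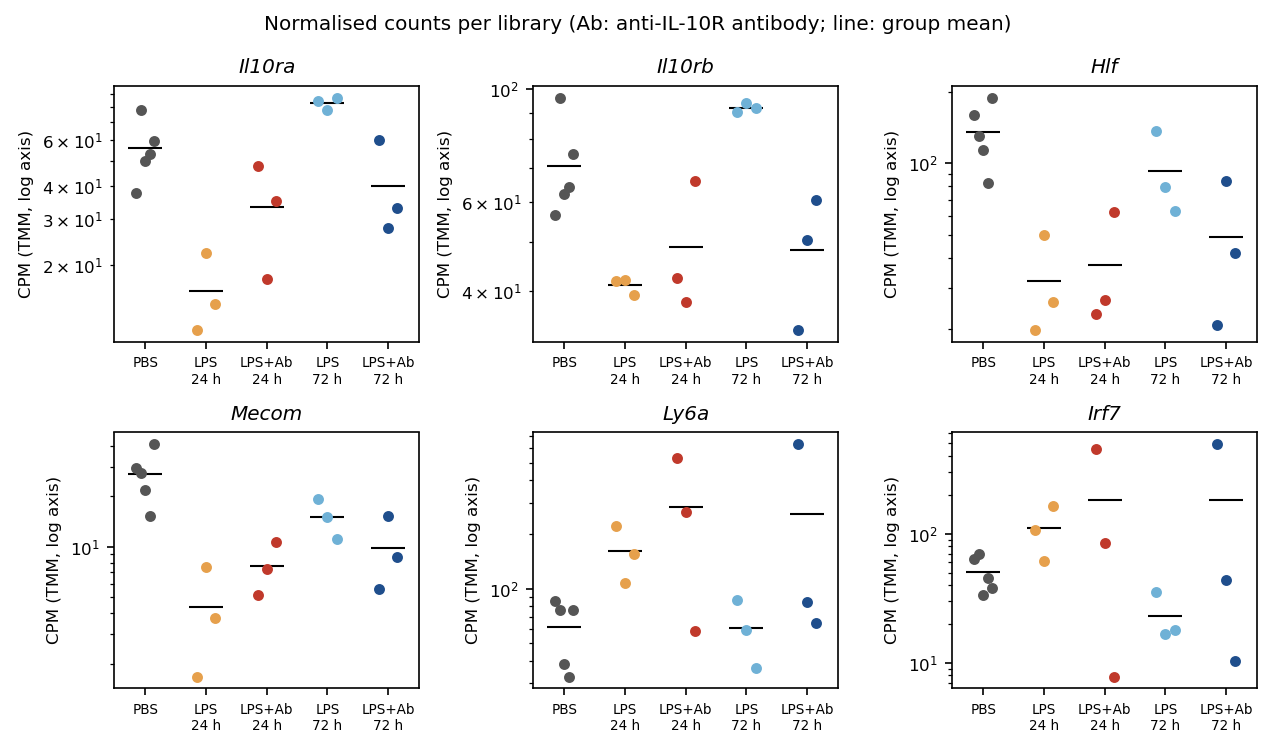
CPM after TMM scaling (vertical, log axis) of 6 genes fixed in advance in each library of the 5 groups (horizontal), with a line at the group mean. Il10ra averaged 55.6 CPM with PBS, 15.8 and 83.3 CPM with LPS at 24 h and 72 h, and 33.3 and 40.1 CPM with LPS and antibody, whereas Irf7 ranged from 7.81 to 452.5 CPM and from 10.3 to 493.1 CPM within the antibody groups at 24 h and 72 h.

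The antibody groups at 24 h and 72 h were compared afterwards, outside the planned comparisons. No gene was called (0 of 14920), and 635 genes, 4.26%, had an unadjusted p below 0.05. That fit ignores the replicate numbers, although same-numbered libraries of these groups had a mean correlation of deviations of 0.466. With the replicate number as a block, added later, 1 gene was called and 1407 had an unadjusted p below 0.05. Among proliferation genes fixed in advance, Mki67 averaged 827 ± 156 CPM (SD, n = 5) with PBS, and neither it nor Top2a was called in any of the 8 planned comparisons.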

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

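Of the tests in this part, those of library depth, GC content and length, single libraries and mislabelling were chosen after the result was seen, as were both tests on the PBS libraries and the breakdown of the regroupings.

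The effect of the antibody differed between 72 h and 24 h for 947 genes by a test of the difference itself. The genes named for it were Asns (log2 difference 2.12), Snhg3 (1.98), Odc1 (1.88), Ahnak (-2.68), Pld4 (-2.58) and Gsn (-2.27), and of the genes fixed in advance Il10ra (-2.13) and Il10rb (-1.18). Differences of gene sets relative to all genes were 2.11 for erythroid markers, 0.82 for interferon response, -0.24 for ribosomal protein genes, -0.61 for self-renewal, -1.04 for T and NK cell markers and -1.11 for B-lymphoid markers. With the inter-gene correlation raised to 0.05, 1 of these 6 sets passed.

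Other groupings of the 12 libraries gave as many genes in 3 of the 32 groupings that parted as many same-numbered pairs, the real one included, with up to 2510 genes in the others. All 3 were among the 8 groupings that kept the 72 h labels, as they were or mirrored. Of the 18 that broke the labels at both times, 0 gave as many, and the most genes called in any of them was 0. Exchanging the 24 h labels as a whole gave 0 genes. Among the other 68 groupings drawn, which parted fewer same-numbered pairs, 3 gave as many. Groupings that keep the 72 h labels carry the antibody contrast at 72 h, so they are no measure of chance.

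Several technical explanations were tested for this difference. Thinning every library to the lowest total left 979 genes, the correction for GC content and transcript length gave 1373, and leaving out the 20 genes among the top 10 of any library left 943, so none of these removed it. With the replicate number as a block, however, 0 genes were called (2476 at an unadjusted p below 0.05), and 0 with the block and the GC and length correction (2710). An unblocked fit of only the groups compared called 286 (2891), so part of the drop need not come from the block. Same-numbered libraries had a mean correlation of deviations of 0.0236 in this comparison, with single values from -0.365 to 0.319. The lowest number when 1 library was left out was 231. With the scores of erythroid, monocyte-macrophage and B-lymphoid markers as covariates 0 genes were called (2036 at an unadjusted p below 0.05). The same covariates took the antibody comparison at 72 h to 0 (2186) and LPS at 24 h against PBS to 0 (864), so this test cannot separate other blood cells in the sorted samples from the treatment. Of the 3 antibody libraries at 72 h, 2 were most correlated with a 24 h library, which a mislabelled time point or a lasting response could both give. A biological difference between the times therefore cannot be told apart from a mixture of cells or a mislabelled time point. Each group compared holds the numbers 1 to 3, so a shift shared by all libraries of a number cancels from the difference. The 0 calls with the block show that the number of genes depends on the fit. They are no evidence that the replicate numbers produced the difference.

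Among 41 values examined in the 5 PBS libraries, 5 had a library far from the other 4, where 2.05 are expected by chance. PBS library 2 had S100a9 at 675 CPM (the nearest library 93 CPM), Il1b at 3.70 CPM (nearest 0.351 CPM) and a score of the IL-10 and STAT3 set of 0.43 (nearest -0.03). PBS library 5 had Cd34 at 824.7 CPM (nearest 686.3 CPM), and PBS library 3 had Cxcl10 at 1.61 CPM (nearest 3.54 CPM). Of the 5 values, 3 were in library 2. That library ranked 1 from the lowest in total count among the PBS libraries, but its raw counts of S100a9 (8576, against at most 1621 in the others) and Il1b (47, against at most 6) were the highest. Lower library depth does not raise raw counts, so it does not account for these values. Its monocyte-macrophage score of 1.49 ranked 1 from the highest, which is consistent with other blood cells in the sorted samples as a source. The sets of markers and the values examined are not independent, and no biological explanation was tested.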

How the results depend on the processing

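The number of genes called moved by more than 1.5 times in 35 results under alternatives other than leaving out 1 library, and by less in 67. The cause was not tested. It did so under neither DESeq2's size factors nor upper-quartile factors, the GC and length correction or thinning.

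Testing only the upper part of the genes by mean expression gave 3112 genes for LPS at 24 h against PBS, 1880 for LPS with antibody at 24 h against PBS, 1090 for LPS with antibody at 72 h against PBS and 2872 for LPS at 72 h against 24 h. A 2-fold minimum left 2043, 1234, 655 and 1984 in the same order, of which 436, 161, 117 and 1281 were higher. It left 1 for LPS at 72 h against PBS, 711 for the antibody at 72 h (252 higher) and 552 for the difference between the antibody effects (273 more positive). DESeq2's Wald test called 178 genes for LPS at 72 h against PBS, 1 for the antibody at 24 h and 1709 for the difference. Fitting only the groups compared gave 99 for LPS at 72 h against PBS, 1123 for the antibody at 72 h and 286 for the difference. Sample quality weights gave 2170 for LPS at 72 h against PBS, 3053 for LPS with antibody at 72 h against PBS, 4433 for the antibody at 72 h and 1585 for the difference. With no filter on low counts the difference held 617 genes.

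The replicate number as a block gave 103 genes for LPS at 72 h against PBS and 358 for the antibody at 72 h. It gave 0 for LPS with antibody against PBS at 24 h (3992 at an unadjusted p below 0.05) and at 72 h (3455), and 0 for the difference (2476). With the GC and length correction as well, chosen after seeing the data, these numbers were 64, 1049, 0 (3936), 0 (3498) and 0 (2710). An unblocked fit of the 6 libraries that entered the block, also chosen afterwards, called 1356 genes for LPS with antibody against PBS at 24 h and 0 at 72 h (3844). At 72 h, genes at an unadjusted p below 0.05 went from 4731 with all libraries to 3844 and, with the block, 3455, so both the smaller set and the block lowered them. For LPS at 72 h against PBS that fit called 2 genes, both lower and neither among the 3 (2290). For the antibody groups across time, a comparison made afterwards, the block called 1 gene (1407), against 0 without it (635).

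Fits that each left out 1 library gave from 3361 to 5443 genes for LPS at 24 h against PBS (8 fits), from 0 to 3 for LPS at 72 h (8 fits; 1702 at an unadjusted p below 0.05 with all libraries), from 877 to 3420 for LPS with antibody at 24 h (8 fits) and from 583 to 2066 at 72 h (8 fits). The antibody comparisons gave 0 in each of 6 fits at 24 h (273 at an unadjusted p below 0.05 with all libraries) and from 769 to 2279 at 72 h (6 fits). The difference between them gave from 231 to 1544 (12 fits), and LPS at 72 h against 24 h from 3199 to 4507 (6 fits). The antibody groups across time gave 0 in each of 6 fits (635 at an unadjusted p below 0.05 with all libraries).

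Of 67 results for named genes, 66 kept their direction in every fit tried and 22 also their side of the threshold. The exception was Cxcl10 in LPS with antibody at 72 h against PBS, which reversed to -0.50 without library 1 of that group and ranged up to 6.08 over the 8 fits. Of the set results under alternatives, 238 kept side and direction and 26 no longer passed, 21 of these with an inter-gene correlation of 0.05. Among the others, the interferon set for LPS at 72 h against PBS failed with no filter (adjusted p = 0.058) and upper-quartile factors (0.0569). For LPS with antibody at 72 h against PBS, it failed in the fit of only the groups compared (0.0523). Erythroid markers failed there with upper-quartile factors (0.0885), and for the antibody at 24 h with DESeq2's size factors (0.0525). None of the 44 set results that passed reversed under the 6 alternatives run for sets. Among those that did not pass, the neutrophil granule set changed sign with the replicate block for LPS at 24 h (0.41 to -0.03), LPS at 72 h (0.14 to -0.31) and LPS with antibody at 24 h (0.39 to -0.06), each against PBS. The IL-10 and STAT3 set did so for LPS with antibody at 24 h (0.05 to -0.03). These blocked fits also left out PBS libraries 4 and 5, and library 5 had a neutrophil granule score of -1.553. In the blocked fits each number occurs once in every group, so the block itself cannot move the change of a set. The neutrophil change for LPS at 72 h against 24 h was thus -0.27 with and without it. The sign changes therefore come from the PBS libraries left out. The unblocked fit of the 6 libraries was not run for sets. For LPS with antibody at 24 h against PBS, the G2/M proliferation set passed with the block (0.28, adjusted p = 0.0163, from 0.0163 to 0.559 over the 6 alternatives). The interferon set passed there with the block (0.44, adjusted p = 0.0116), with upper-quartile factors (0.0161) and with no filter (0.0274), from 0.0116 to 0.388 over the 6. With no filter the G2/M set also passed for LPS at 24 h (0.31, adjusted p = 0.0379, from 0.0379 to 0.474) and LPS with antibody at 72 h (0.24, adjusted p = 0.0198, from 0.00137 to 0.32) against PBS. Erythroid markers in the antibody comparison at 72 h passed with the block, no filter, only the groups compared and upper-quartile factors, and monocyte-macrophage markers at 24 h with the block and only the groups compared. The depth limits Il10, which lay near the floor of 3 counts and was not tested.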

Other observations

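Of the tests in this part, those of duplicated libraries, of a shared batch and of the pairing of numbers were chosen after the result was seen.

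Regroupings of the libraries were made for each comparison, against those that parted as many same-numbered pairs. For each of the 4 comparisons with PBS, 1 of 8 such groupings gave as many genes, the real one itself, and 1 of all 56. For the antibody at 72 h and for LPS at 72 h against 24 h it was 1 of 4 and 1 of all 10, and for the antibody at 24 h, where 0 genes were called (273 at an unadjusted p below 0.05), 4 of 4. In these designs the share could not fall below 0.05 among the restricted groupings.

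Antibody libraries with the same replicate number at 24 h and 72 h deviated together from their group means. The correlations across genes were 0.723 for number 1, -0.0217 for number 2 and 0.697 for number 3 (mean 0.466), and genes are not independent replicates. Of the 6 ways to pair the numbers, 1 gave a mean as large, the real one, so a chance pairing cannot be excluded with 3 numbers. The best other pairing gave 0.312. The lowest chi-square per degree of freedom of the counts of such a pair was 11.1, so none was 1 library entered again. The other pairs of groups averaged 0.0476, which goes against a batch shared by all libraries of a number as the source of 0.466. That mean covers values from -0.152 (LPS with and without antibody at 24 h) to 0.199 (the same at 72 h), with 0.179 between PBS and LPS at 24 h, so a batch shared by some groups is not excluded. After regression on the scores of erythroid, monocyte-macrophage and B-lymphoid markers the mean was -0.0922, and after regression on the interferon score -0.299. With so few libraries a score that follows the same libraries removes the correlation whatever its cause. Other blood cells in the sorted samples or mice differing in interferon response could make the libraries of a group differ. Neither alone explains a match by number, because a given mouse was harvested at 1 time only. The match would also need something shared by libraries of a number, or a chance pairing. The data do not tell these apart.

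Markers of monocytes and macrophages were lower after LPS in all 4 comparisons with PBS. Inside groups these markers had a mean pairwise correlation of 0.376, against a 95th percentile of 0.051 for random sets of similar expression. All 11 sets exceeded theirs, so the test does not single out a varying carry-over of macrophages into the sort, which may contribute.

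The library most correlated with antibody library 2 at 72 h was PBS library 1 (0.977). Antibody libraries 1 and 3 at 72 h were nearest to the antibody libraries with their number at 24 h (0.976 and 0.99).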
